A study of Schistosoma mansoni with 6 samples. Its data were reported in "Histone deacetylase inhibition modulates histone acetylation at gene promoter regions and affects genome-wide gene transcription in Schistosoma mansoni" (2017).

How the data were processed

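Gene expression was measured in schistosomula of Schistosoma mansoni, the young larval stage of a parasitic flatworm. The schistosomula were cultured with 1 µM Trichostatin A (TSA), an inhibitor of histone deacetylases, or with ethanol, the vehicle of the drug, for 24 h. The titles, the sample characteristics and the series design give 24 h. The source names and the treatment protocol of the same samples give a shorter culture time, and 24 h was used here. TSA and vehicle RNA of each of 3 biological replicates were hybridised together on 2-colour Agilent arrays, and each replicate was measured on 2 arrays with the dyes Cy3 and Cy5 exchanged. The 6 arrays were therefore counted as 3 replicates, and replicate numbers were taken from the sample titles. The descriptions of the replicate 3 arrays are numbered differently from their titles. Each array held 180880 spots, of which 176026 carried 149833 distinct probes and 4854 were controls.

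Per the file headers, the deposited scanner files hold spot intensities that Agilent Feature Extraction 10.7.3.1 computed for each dye, as median pixel brightness of the spot and of its local background. The same files hold the background-subtracted intensity, the processed intensity after dye normalisation and marks for signal above background, saturation and outlier pixels. They also hold a log10 ratio of Cy5 over Cy3 per the file headers. This log10 ratio lay within 0.001 of the log10 ratio of the processed signals for 57.4% to 84.7% of the probe spots of an array, and it was used in no test. A deposited value table of the series holds log2 ratios. On every array, 100% of its values lay within 0.001 of the log2 ratio of TSA over vehicle background-subtracted intensity plus 1 constant, and 4583 of 567996 values were missing. The authors described a removal of low spots by the IsPosAndSignif mark and a trimmed mean scaling. The constants lay nearest to a trimmed mean that leaves out a share of 0.2 at each end of all probes, with a mean difference of 0.0087 log2 and a highest difference of 0.024. The rule by which the authors chose the 94666 spots of that table was not reproduced, since 88354 of them met the detection rule used here.

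The background was corrected by normexp with an offset of 50 on the median foreground and median background. A mean foreground had been planned before the data were examined, and median intensities were used because those are the foreground values analysed here. Loess normalisation was applied within each array, and control spots were left out after the background correction. Spots marked as pixel outliers, 0.585% to 0.657% of an array, were removed, and saturated spots were kept. Spots of a probe were averaged. A probe took a mark when over 50% of its spots had it. Every log2 ratio was turned to TSA over vehicle with the dyes in the labels, and the 2 arrays of a replicate were averaged. A probe was kept when it was positive and significant against its background on all 6 arrays in the TSA channel, or on all 6 in the vehicle channel. A gene's value on a strand was the mean log2 ratio over its kept probes of that strand. Of the tested features, 89.8% on the sense strand and 87.4% on the antisense strand rest on 1 probe.

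Features were the probes named by a gene with the plain sense or antisense suffix. A further class of gene-named probes carries an additional mark in its name whose meaning is not stated in the material used here. That class was left out of the main processing and added in an alternative. This choice was made after the probe classes, their intensities and a table of the study had been looked at. Of the 8498 genes named on the plain sense and antisense probes, 6818 (80.2%) were found in the RefSeq gene table. This table was that of assembly ASM23792v2, the genome version for which the array was designed. That table gives the locus tag as symbol for all of them. Gene names are therefore those of the study's lists, and other genes carry the identifier on the array.

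TSA was compared with vehicle by the one-class limma test (limma 3.58.1, R 4.3.3). It used an intercept only, empirical Bayes variance moderation and Benjamini-Hochberg adjustment over sense and antisense features together, with an adjusted p threshold of 0.05. Adjusted p values below are from this test. The prior degrees of freedom were 21.5, so standard errors were drawn strongly toward a common value, and a feature with a wide replicate spread can pass. Gene lists were taken from the study and tested with camera (preset inter-gene correlation) and fry, and their medians were ranked among 10000 random lists of the same size matched on intensity. The machinery and network lists of DNA replication were chosen by the study with these arrays in view. The lists of genes that lower or raise reactive oxygen species (ROS) and of smooth muscle movement were drawn by the study from genes changed at a later time point that is not analysed here, most of them lower with TSA at that time. The list of genes that lower ROS is shorter than the number of such genes in the study's text, and which genes it lacks is not known here. Sense and antisense ratios at a locus were compared by correlation across loci, which are not independent replicates, and against 10000 random pairings within bins of intensity. The Fisher exact test was two-sided. Genes named below follow a rule fixed before the data were examined. It takes all members of the RT-qPCR, reference, neoblast-related and replication machinery lists. It adds, per strand, the 2 features with the largest increase and the 2 with the largest decrease, among those past the threshold with one sign on all 6 arrays and a probe well above background and unsaturated in both channels on all 6 arrays.

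TSA and vehicle RNA of a replicate shared their arrays, so the ratio pairs them. After normalisation of the channels between arrays, the deviations of TSA and vehicle levels from their means correlated across features at 0.685 in replicate 1, 0.308 in replicate 2 and 0.849 in replicate 3. Replicates 1 and 2 lay on one slide and replicate 3 on another, which was also scanned apart.

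The feature tests, camera with its preset correlation and the locus correlation were tested on simulated data. The fry test, camera with an estimated correlation, the ranking among random lists and the Fisher test were not. Among 9565 simulated features with 200 changed, limma recovered 100% of the changed features, and 8.26% of its calls were false. The SAM test had 3.85% false calls and limma with an intensity trend and robust prior 2.91%. With 4374 features changed, limma recovered 89.5% at 2.56% false calls and SAM 89.6% at 3.21%. In 20 draws each, camera passed the threshold for 100% of shifted lists of 25 genes and for 5% of unshifted ones. The simulated genes were independent of each other, while the correlation estimated in the study's lists ran from 0.107 to 0.611. The share for unshifted lists therefore says nothing about lists of correlated genes. A simulated locus correlation gave r of 0.417 (permutation p of 0.0001, the smallest possible), and independent strands gave r of 0.018 (permutation p of 0.434).

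Alternatives covered the normalisation, the background, the deposited log2 table, the filter on dim probes, the probe summary, the test, the slide, the pairing, the dye and the leaving out of each replicate. The slide entered as a fixed block, since a random slide effect could not be estimated from 3 replicates. All gene-named probes, and a trimmed mean with a share of 0.4 left out at each end, were chosen as alternatives after the data had been seen. The number of arrays limits the precision. Histone mark and histone reader comparisons were not analysed here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.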

Results

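The effect of histone deacetylase inhibition on transcription was examined in 3 biological replicates of schistosomula exposed to 1 µM TSA or to vehicle for 24 h. Each replicate was measured on 2 arrays with exchanged dyes, giving 6 arrays. The array carries probes for predicted protein-coding genes (named Smp) and for the opposite strand of the same loci, so that antisense RNAs (asRNAs) were measured beside the sense transcripts. The median sense signal of an array ranged from 591 to 2194 intensity units in the TSA channel and from 685 to 3141 in the vehicle channel. Antisense signals were far lower, with medians from 48 to 99 for TSA and from 48.5 to 108 for vehicle, where the local background had medians from 28.0 to 43.0. Sense probes were well above background in 80.2% to 93.5% of cases per channel and antisense probes in 11% to 41%. More probes were detected on the slide of replicate 3, with 77.4% to 80.3% of all probes positive per channel, than on the slide of replicates 1 and 2, with 54.1% to 58.8%.

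The log2 ratios of TSA over vehicle were first compared between replicates. Across the kept features, which are not independent replicates, Pearson's r was 0.841 between replicates 1 and 2, 0.887 between replicates 1 and 3 and 0.879 between replicates 2 and 3. The mean of the 3 values was 0.869 ± 0.0244 (SD). The arrays of one dye swap correlated at 0.890, 0.901 and 0.844 in replicates 1, 2 and 3. Over antisense features alone, replicates 2 and 3 correlated at 0.836, while replicate 1 correlated with them at 0.597 and 0.611. Much of this gap came from a set of 33 features, described below, that stood apart in replicate 1. Without that set, replicates 2 and 3 correlated at 0.782, and replicate 1 correlated with them at 0.690 and 0.737. The alternative that moved the mean most was the inclusion of all gene-named probes, with 0.789.

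**Figure D1:**
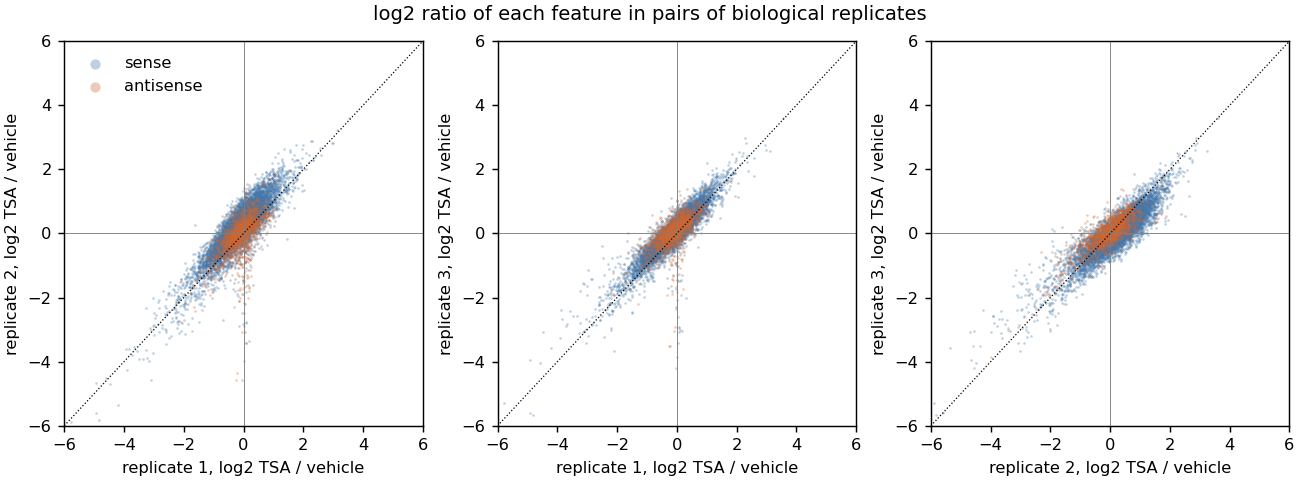
Each point is a kept sense or antisense feature, with its log2 ratio of TSA over vehicle in one biological replicate on each axis and the dotted line marking equality. The cloud follows the diagonal in all 3 pairs (r of 0.841, 0.887 and 0.879), and a group of mostly antisense features lies near 0 in replicate 1 and far below 0 in replicates 2 and 3.

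To ask how many protein-coding genes TSA affects, the sense ratios were tested against 0. Of 7613 sense genes tested, 3842 (50.5%) passed the limma adjusted p threshold of 0.05. Of these, 2136 were up-regulated and 1706 down-regulated, so that 55.6% were higher with TSA. At an unadjusted p of 0.05, 4317 genes passed. The median absolute change of the genes past the threshold was 0.72 log2, against a median SD between replicates of 0.25 log2 over all sense genes tested. A change of over 1 log2 was found for 968 genes, of which 458 were higher and 510 lower. Among the genes past the threshold, 98.8% had one sign in all 3 replicates and 91.0% on all 6 arrays. The alternative that moved the count most treated the channels as separate samples without the replicate block, and it left 1832 genes. Without replicate 3, 2466 genes passed. The majority of higher calls depended on single replicates and on the centring, with 45.6% higher without replicate 2 and 47.2% after median centring, and 63.7% higher without replicate 1. The SAM one-class test found 4459 genes.

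The same fit was used to ask how asRNAs respond. Of 1952 antisense features tested, 532 (27.3%) passed the limma adjusted p threshold, with 250 higher and 282 lower. At an unadjusted p of 0.05, 640 passed. The median absolute change of the asRNAs past the threshold was 0.58 log2. The background offset of 50 is near the size of the antisense signals, so it draws their ratios toward 0 more than sense ratios. Sizes and shares are therefore not comparable between the strands. Without that offset, 44.8% passed with the Feature Extraction signals, 38.3% under trimmed mean scaling and 38.2% in the deposited log2 table. These alternatives also differ in other steps. A change of over 1 log2 was found for 59, of which 9 were higher and 50 lower. The share of higher calls was 47.0% and varied with the scaling, at 58.6% under trimmed mean scaling and 61.2% in the deposited log2 table. It also varied with the dye, at 65.1% on the arrays with TSA in Cy3 and 28.3% on those with TSA in Cy5. No predominant direction can therefore be given for the asRNAs. Without replicate 3, 243 asRNAs passed, and without the replicate block 134.

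**Figure D2:**
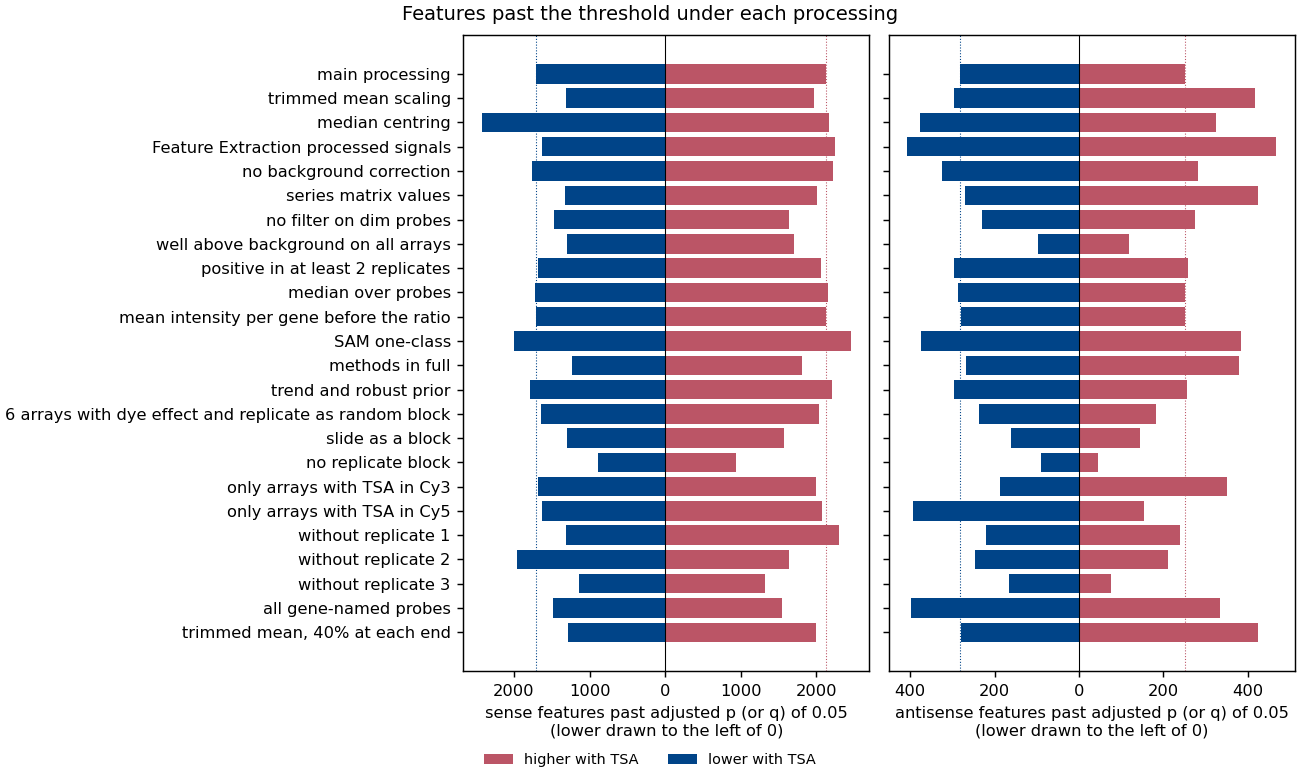
Bars give the number of sense (left) and antisense (right) features past the threshold under each processing, higher with TSA to the right of 0 and lower to the left, and dotted lines mark the main processing. Sense counts ranged from 1832 to 4594 in total and antisense counts from 134 to 874 over the alternatives.

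The features with the largest changes under the fixed rule were examined singly. Coordinates are those of assembly ASM23792v2, each value is a log2 ratio from 1 probe with the limma standard error (n = 3), and the sign was the same on all 6 arrays. The sense transcript of Smp_011030 (chromosome 6, 15461519 to 15464527) was up-regulated by 3.59 ± 0.15 (SE), with a limma adjusted p of 1.53e-14. Smp_007000 (chromosome 2, 36765 to 40311), called GINS1 in the study's network list, was up-regulated by 2.85 ± 0.15 (SE), with a limma adjusted p of 1.0e-12. The strongest decreases under the rule were those of Smp_042150 (chromosome 4, 22653010 to 22667664), at -5.38 ± 0.17 (SE) with a limma adjusted p of 2.84e-17, and of Smp_192780 (chromosome 3, 2099642 to 2099869), at -3.14 ± 0.18 (SE) with a limma adjusted p of 2.01e-12. These 4 genes kept their direction and stayed past the threshold under all alternatives that measured them.

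Among asRNAs, the largest increases under the rule were at Smp_059480 (chromosome 5, 5961229 to 5963556), with 1.71 ± 0.15 (SE) and a limma adjusted p of 4.43e-09, and at Smp_015220 (unplaced sequence), with 1.42 ± 0.17 (SE) and a limma adjusted p of 2.91e-07. The largest decreases were at Smp_131440, with a mean of -2.79 ± 2.25 (SD, n = 3), and at Smp_129730 (W assembly unit, 49088435 to 49089125), with a mean of -2.70 ± 2.18 (SD, n = 3). For both, replicate 1 stood apart. The Smp_131440 asRNA had -0.26 in replicate 1 against -4.58 and -3.52 in replicates 2 and 3, and the Smp_129730 asRNA had -0.23 against -4.37 and -3.51. Their limma adjusted p values were 6.51e-06 and 7.05e-06, and these did not pass with an intensity trend and robust prior (0.185 for both) or with no filter on dim probes (0.106 and 0.107). Without replicate 1 the means were -4.05 and -3.94.

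Because many loci carry probes for both strands, it was asked whether sense and antisense transcripts change together. At 1800 loci with both strands kept, the sense and antisense log2 ratios correlated across loci with Pearson's r of 0.686 and Spearman's rho of 0.723. Random pairings within bins of intensity reached at most r of 0.111 in 10000 draws, for a permutation p of 0.0001, the smallest possible. Both strands passed the threshold at 367 loci. Of these, 147 were higher on both strands and 201 lower on both, a total of 348 (94.8%) in the same direction. The balance depended on the scaling, with 234 higher and 170 lower under trimmed mean scaling and 245 and 155 in the deposited log2 table. The other 19 went in opposite directions, 8 with the sense strand higher and 11 with the antisense strand higher (Fisher's exact p of 1.43e-77). At 105 loci only the asRNA passed, 59 of them higher and 46 lower, and at 491 only the sense transcript did. Passing on one strand alone does not show that the strands differ, and that difference was not tested. The alternative that moved the correlation most was the inclusion of all gene-named probes, with r of 0.417 over 5227 loci.

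**Figure D3:**
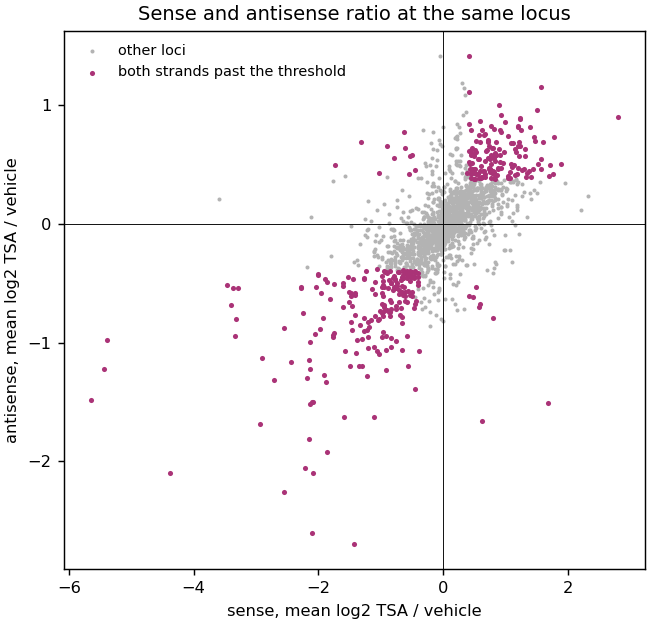
Each point is 1 of 1800 loci, with the mean log2 ratio of TSA over vehicle of the sense transcript on the x axis and of the antisense transcript on the y axis. The 367 coloured loci passed the threshold on both strands, and 348 of them lie in the upper right or lower left quadrant.

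The study drew up a list of the DNA replication machinery, with these arrays in view, so the list is not independent evidence. Of its 25 genes, 23 were tested here. Their median log2 ratio was 0.66, at percentile 100 among 10000 random lists of the same size matched on intensity, of which the middle 95% had medians from -0.22 to 0.36. Camera gave a p of 3.27e-05 (1.31e-04 adjusted over the 4 lists tested) and fry a p of 0.0424. In this list 18 genes were higher and 0 lower past the limma threshold, both over all features and adjusted over the list alone. Counts of 18 and 0 were also found at an unadjusted p of 0.05 and by the SAM test, and 1 of the 23 genes had a negative ratio. Without the replicate block 9 genes were higher, and 14 without replicate 3. By replicate, the list median was 0.41, 0.96 and 0.71. RFC3 (Smp_050820) was up-regulated by 1.93 ± 0.18 (SD, n = 3), MCM7 (Smp_032500) by 1.46 ± 0.52 and MCM6 (Smp_094140) by 1.14 ± 0.33, each on all 6 arrays, with limma adjusted p values of 7.81e-10, 4.47e-07 and 5.21e-06. PCNA (Smp_046500), with 2 probes that gave nearly equal ratios, was up-regulated by 0.97 ± 0.21 (SD, n = 3). ORC4, ORC5, CDC6 and Pol α did not pass, with changes from 0.15 to 0.27, nor did MCM10 at -0.05 ± 0.38 (SD, n = 3). CDT1 (Smp_167540) was not well above background in the vehicle channel on any array and was so in the TSA channel on 4 of 6 arrays. A lower bound of 1.47-fold was computed for its change. It cannot be taken to hold for the mean over all arrays, since an array with neither channel well above background gives no bound. The computed value is no bound for a single replicate either, and replicate 3 had 0.41 log2. MCM2 was not well above background on any array, and Pol ε has no probe among the features used here. RFC2 was the sole member past the threshold whose sign changed in an alternative, to -0.31 when all gene-named probes were used. Some of the 18 calls were fragile. MCM5 had -0.16 in replicate 1 and was higher on 4 of 6 arrays, and its call was lost under 7 of 21 alternatives. The calls of ORC1 and HBO1 were lost under 8 and 4 of 21.

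**Figure D4:**
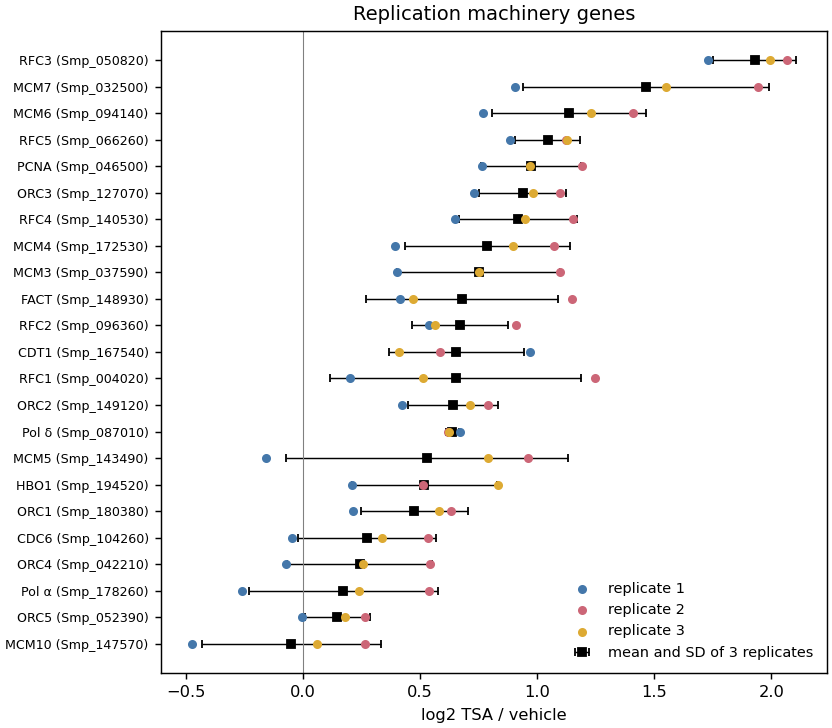
For the 23 tested genes of the replication machinery list, coloured points give the log2 ratio of TSA over vehicle in each of 3 replicates, and squares with bars give the mean and SD. Means run from -0.05 for MCM10 to 1.93 for RFC3, and replicate 1 lies below the other replicates for 21 genes.

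The study's replication network list had 22 of 28 genes tested and a median of 0.56. Camera gave a p of 0.0402 (0.0429 adjusted over the 4 lists) and fry a p of 0.0803. In this list 12 genes were higher and 6 lower, and 13 and 6 adjusted over the list alone, which is not independent evidence. The camera call was lost under 10 of 21 alternatives, with p up to 0.260 under trimmed mean scaling.

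The lists drawn from a later time point were examined to ask where those genes stand at 24 h. Most of their members were lower at that later time, so a shift down is not independent evidence. Of 20 listed genes that lower ROS, 18 were tested, with a median log2 ratio of -0.61 at percentile 0.01 among matched random lists. Camera gave a p of 4.57e-04 (9.14e-04 adjusted over the 4 lists) and fry a p of 0.0143. In this list 14 genes were lower and 0 higher past the limma threshold, also adjusted over the list alone and at an unadjusted p of 0.05. The SAM test counted 15 and 0, and 15 of the 18 had a negative ratio. The count of lower genes was 8 without replicate 3 and 7 without the replicate block, and 1 gene was higher on the arrays with TSA in Cy5 and without replicate 1. The list median was -0.74, -0.44 and -0.58 in replicates 1, 2 and 3. Of the 16 genes of smooth muscle movement, 15 were tested, with a median of -0.40 at percentile 0.69. Camera gave a p of 0.0429 (0.0429 adjusted over the 4 lists) and fry a p of 0.0319, and 7 genes were lower and 2 higher, or 8 and 2 adjusted over the list alone. That median was -0.79 in replicate 1, 0.00 in replicate 2 and -0.38 in replicate 3. The 4 genes that raise ROS were too few for a set test. PRODH (Smp_170690) was higher by 1.39 and STK17A (Smp_165210) by 1.27, while RAC1 (0.15) and CHRNA4 (-0.02) did not pass. These 4 genes lie outside the naming rule and were named after their values had been seen. With an inter-gene correlation estimated from the data, no list passed. The camera p values were then 0.350 for the machinery, 0.518 for the network, 0.188 for ROS and 0.305 for smooth muscle. Adjusted over the 4 lists, fry gave a p of 0.0565 for the machinery, ROS and smooth muscle lists and 0.0803 for the network, so that by fry no list passed either.

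The genes that the study measured by RT-qPCR were examined next. All but SmEZH2 were chosen by the study from genes that changed on its microarrays, and SmEZH2 as a gene that did not. How many pass here is therefore not independent evidence. Of 11 genes, 10 have a probe among the features used here, and 9 of them passed the limma adjusted p threshold with one sign on all 6 arrays. SmHistK (Smp_130760) was up-regulated by 1.60 ± 0.23 (SD, n = 3), SmCBX5 (Smp_174840) by 1.57 ± 0.32, SmSGPL (Smp_154950) by 1.38 ± 0.20, SmWD-repeat (Smp_194900) by 1.02 ± 0.03 and SmChk1 (Smp_077180) by 0.68 ± 0.32. SmWD40 (Smp_049520) had a ratio of -1.68 ± 0.05 (SD, n = 3), SmSirt2 (Smp_084140) of -1.34 ± 0.23, SmSET (Smp_160700) of -1.14 ± 0.26 and SmEED (Smp_165220) of -1.03 ± 0.34. SmSET was well above background in the TSA channel on 4 of 6 arrays. SmEZH2 (Smp_078900), at -0.21 ± 0.34 (SD, n = 3), did not pass (limma adjusted p of 0.308). It passed after median centring, at -0.33, and on the arrays with TSA in Cy3, at -0.49, and its sign changed to 0.07 on those with TSA in Cy5. SmSGPL and SmWD-repeat fell to 0.06 and 0.22 and no longer passed when all gene-named probes were used. The reference gene PSMD (Smp_000740) had -0.17 ± 0.28 (SD, n = 3), with a limma adjusted p of 0.409. SmTyrK and SmVal19 have no probe among the features used here. SmVal19 was the study's unexpressed reference for chromatin immunoprecipitation at promoters, not for RT-qPCR.

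Of 3 genes that the study discussed in relation to neoblasts, the stem cells of flatworms, the histone acetyltransferase SmCBP1 (Smp_105910) had a ratio of -0.63 ± 0.41 (SD, n = 3), with a limma adjusted p of 0.00394 and a lower value on 6 of 6 arrays. Ago2 (Smp_179320) was higher by 0.63 ± 0.50 (SD, n = 3), with a limma adjusted p of 0.00511 and a higher value on 5 of 6 arrays. The FGF receptor (Smp_175590), at 0.37 ± 0.18 (SD, n = 3), did not pass (limma adjusted p of 0.0605) and was higher on 6 of 6 arrays. These 3 calls varied with the processing. SmCBP1 was lost under 7 of 21 alternatives and Ago2 under 4, both of them without replicate 3, and the FGF receptor passed under 8.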

Values the study reported

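The study reported 7916 expressed genes at 24 h, of which 3848 (49%) were differentially expressed at a q-value of 0.05, with 2719 up-regulated and 1129 down-regulated. It counted 3257 expressed asRNAs at that time, 1376 (42%) of them differentially expressed, with 1193 up-regulated and 183 down-regulated. It reported over 700 loci per time point where both strands changed in the same direction and over 400 loci where the asRNA alone was affected. Correlations among replicates and time points were given as 0.75 to 0.88.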

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

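The tests of the background noise and of the detection call on the slide of replicate 3 were chosen after the result had been seen, and the test of the negative controls on all arrays was planned.

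Probes outside the features compared above also gave signal. The share of probes that were positive on all 6 arrays in one condition was 57.6% and 33.7% for the sense and antisense gene-named probes with the additional mark, 49.0% and 11.1% for a pair of smaller gene-named classes, 43.0% and 43.6% for sense and antisense probes named by scaffold, 47.9% for contig probes and 100% for the 13 mitochondrial probes. The plain antisense probes that were used reached 24.1% and the plain sense probes 91.3%. Of 600 negative control spots, 0 passed the same rule, which allows a share of up to 0.5% by counting error alone, so background passing by chance does not account for these signals. Probe by probe, limma with Benjamini-Hochberg adjustment within each class put 30.7% of the kept contig probes and 16.7% and 15.6% of the kept antisense and sense scaffold probes past the adjusted p threshold. The share was 16.8% and 4.22% for the sense and antisense gene-named probes with the additional mark. It was 46.0% and 28.8% for the pair of smaller gene-named classes, the second with 76 probes higher and 9 lower. Of the 13 mitochondrial probes, 1 passed, and it was lower with TSA. Transcripts outside the gene models, cross-hybridisation and labelling of the wrong strand all remain open, and no biological explanation was tested, since the design gives none for these probes.

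More probes were detected on the slide of replicate 3 than on that of replicates 1 and 2. Of the plain antisense probes, 73.7% to 74.6% were positive per array there, against 31.0% to 36.1% on the other slide. The spread of the background pixels was 1.42 times higher on the slide of replicates 1 and 2, with 14.3 to 16.3 intensity units per array against 10.8 to 10.9, so lower background noise on the slide of replicate 3 is a candidate explanation. A more permissive detection call is argued against by the negative control spots, of which 1.92% were positive on average on that slide and 6.25% on the other. Replicate 3 and its slide cannot otherwise be separated, and a biological difference of replicate 3 was not tested. The antisense signal itself was not brighter there, with array medians of 48 to 50 intensity units against 66 to 108 on the other slide. The filter required detection on all 6 arrays, so the slide of replicates 1 and 2, with fewer detections, limited which asRNAs entered.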

How the results depend on the processing

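The inclusion of all gene-named probes and the trimmed mean with a share of 0.4 left out at each end were chosen after the data had been seen, and the other alternatives were planned.

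Over the alternatives, the replication machinery median stayed between 0.49 and 0.89 and the ROS median between -0.72 and -0.48, all past the threshold of camera with its preset inter-gene correlation, and the locus correlation stayed between 0.42 and 0.75 with a permutation p of 0.0001 each time, the smallest possible. With the inter-gene correlation estimated from the data, both list calls were lost, at camera p values of 0.350 for the machinery and 0.188 for ROS, and by fry neither passed after adjustment over the 4 lists (0.0565 for both). Leaving out each replicate in turn gave 0.57 to 0.81 for the machinery, -0.66 to -0.52 for ROS and 0.66 to 0.70 for the loci. In loci with a sense signal below the median, r was 0.562. The mean replicate correlation moved beyond its spread with all gene-named probes, to 0.789, and the cause was not tested.

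The pairing of TSA with vehicle mattered most for the counts. Without the replicate block, 1832 sense genes (938 higher, 894 lower) and 134 asRNAs (44 higher, 90 lower) passed, since differences between replicates then enter the error, and the camera p of the replication network rose to 0.0692 at a median of 0.56. No other list call or locus call changed without the block, and 12 of the 45 named features no longer passed. Leave-one-out counts ranged from 2466 to 3620 for sense genes and from 243 to 460 for asRNAs. Without replicate 3, 1325 sense genes were higher, and 77 asRNAs were higher and 166 lower. With 2 replicates left, fewer samples enter the test, but that alone does not account for the drop. Without replicate 1 or 2, 3620 and 3594 sense genes and 460 and 456 asRNAs passed, against 2466 and 243 without replicate 3. Loci with both strands past the threshold in one direction numbered 348 in the main processing, 85 without the replicate block, 175 with the slide as a block, 104 where both channels had to be well above background, 543 with the Feature Extraction signals and 147 to 296 in the leave-one-out fits. Loci with a changed asRNA only numbered 105 in the main processing, 220 under trimmed mean scaling and 66 to 97 in the leave-one-out fits.

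The asRNA count was 874 with the Feature Extraction processed signals (467 higher), 214 where both channels had to be well above background on all arrays (118 higher, 96 lower), where 603 asRNAs were tested, and 305 with the slide as a block (145 higher, 160 lower), which uses up a degree of freedom. Higher asRNAs numbered 418 under trimmed mean scaling, 425 in the deposited log2 table and with a share of 0.4 trimmed at each end, 383 by the SAM test, 380 with the study's described scaling, detection flag, probe summary and SAM test combined, and 155 on the arrays with TSA in Cy5. The causes of these shifts were not tested. The higher share of asRNA calls, 47.0% in the main processing, was 58.6% with trimmed mean scaling and with the combined described steps, and 60.3% with a share of 0.4 trimmed at each end, which moved the antisense median from 0.00 to 0.10. For sense genes it was 55.6%, against 59.9% with trimmed mean scaling and 47.2% with median centring. The combined described steps, without the study's own selection of spots, gave 3049 sense genes and 648 asRNAs, and the trend and robust prior 3997 and 553. Of the 4374 calls of the main processing, 3300 were shared with the same sign by these combined steps.

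The replication network was no longer past the camera threshold at medians of 0.76 with trimmed mean scaling (p of 0.260), 0.48 with median centring (0.0752), 0.73 with the Feature Extraction signals (0.123), 0.76 in the deposited log2 table (0.25), 0.47 with no filter (0.0541), 0.55 on the arrays with TSA in Cy5 (0.0576), 0.20 with all gene-named probes (0.116) and 0.78 with the share of 0.4 trimmed (0.260). Its p ranged from 0.0207 to 0.260. Leave-one-out medians ran from 0.51 to 0.58, and the call was lost without replicate 3 (0.0820). Smooth muscle movement was not past it at -0.40 with trimmed mean scaling (0.0536), -0.30 with detection in at least 2 replicates (0.0533), -0.26 on the arrays with TSA in Cy5 (0.0688) and -0.38 with the share of 0.4 trimmed (0.0536). Its p ranged from 0.0113 to 0.0688, with leave-one-out medians from -0.63 to -0.17 and the call lost without replicate 3 (0.0629). The causes were not tested.

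Of 45 named features, 24 kept their direction and side of the threshold throughout, and 4 changed sign in some alternative. SmEZH2 (Smp_078900) reversed on the arrays with TSA in Cy5 (0.0686). RFC2 (Smp_096360) reversed with all gene-named probes (-0.31). MCM10 (Smp_147570) reversed on the arrays with TSA in Cy5 (0.19), with all gene-named probes (0.0105) and without replicate 1, with leave-one-out values from -0.21 to 0.16. Pol α (Smp_178260) reversed without replicate 2, with leave-one-out values from -0.0113 to 0.39. The causes were not tested, and of these only RFC2 had passed. Signal over background limits which asRNAs could be measured, with 11% to 41% of their probes well above background per channel.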

Other observations

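The tests of the features that stood apart in replicate 1 against slide, exchange of RNA, both strands and unplaced sequence, and the test of a dye effect on the sense calls, were chosen after the result had been seen, and the other tests of this part were planned.

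Sense genes past the threshold numbered 3842 and asRNAs 532. For both, 1 of the 4 distinct sign patterns of the 3 replicates, the real one, gave as many, and each other pattern gave 0. With 4 patterns chance cannot be excluded this way. Differences unrelated between replicates are argued against, since the sense ratios correlated between replicates at 0.879, 0.916 and 0.893. Antisense ratios correlated less, at 0.597, 0.611 and 0.836. A dye effect as the cause of the sense calls is argued against by calls made on the arrays of one dye orientation alone, of which 98.0% (TSA in Cy3) and 98.1% (TSA in Cy5) had the same sign on the arrays of the other. For asRNAs the shares were 85.5% and 84.6%, and they differed by direction with the dye. Of the asRNA calls with TSA in Cy3, 78.9% of the higher and 97.9% of the lower kept their sign. With TSA in Cy5, 98.7% of the higher and 79.1% of the lower did.

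The shared direction of sense and antisense at a locus (r of 0.686) went far beyond an intensity trend shared by both strands, which gave at most r of 0.111 under random pairing. Sense RNA labelled on the wrong strand and read by the antisense probe would act most where the sense signal is bright. The correlation was 0.756 in 1365 loci above the median sense intensity and 0.562 in 435 below it, a difference of 0.194 (95% bootstrap interval 0.108 to 0.288). More noise in the dim loci does not account for it, since after correction for replicate reliability the difference was 0.187 (0.096 to 0.292). Antisense probes were also kept more often where the sense signal was bright, at 10.1%, 12.9%, 20.3% and 51.3% over 4 groups of rising sense intensity. Labelling of the wrong strand may thus contribute to the shared direction, as a hypothesis. It would not produce the 19 loci with opposite directions, and a joint regulation of both strands by TSA remains open and untested.

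The direction of the asRNA calls varied with the dye. The median antisense ratio was higher with TSA in Cy3 than in Cy5 by 0.12 log2 in the dimmest of 3 equal groups of antisense features, 0.19 in the middle and 0.31 in the brightest. The dimmest minus the brightest group gave -0.18 (95% bootstrap interval -0.23 to -0.12), so the remaining dye difference did not grow as signal fell. This cannot decide on such a dye bias in the raw signals. The ratios had been loess normalised, which takes out a dye bias that follows intensity over all probes. What produces the dye difference was not tested further.

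A set of 33 features (14 sense, 19 antisense, from 25 loci) had a ratio in replicate 1 that exceeded the mean of replicates 2 and 3 by over 1.5 log2, a limit chosen after the data had been seen. By the same limit, 1 feature stood below in replicate 1, 3 stood above and 14 below in replicate 2, and 7 stood above and 6 below in replicate 3. The median ratio of the set was 0.01, -2.28 and -2.02 in replicates 1, 2 and 3. Its median vehicle level was 9.25, 10.18 and 9.89 log2, and its median TSA level 9.14, 7.62 and 7.09. All 33 passed the main threshold, and 6 did with an intensity trend and robust prior. Of the contig probes, 27 had the same gap and 6 had one in the opposite direction. The same gap appeared on 199 sense and 199 antisense scaffold probes, with 0 in the opposite direction. Signal in the vehicle RNA of replicates 2 and 3 alone would not produce this, because the vehicle level was higher there by 0.91 log2 while the TSA level was lower by 1.33 log2, in 33 of 33 features each. A slide or scan batch is argued against by replicate 2, which shares its slide with replicate 1 and had a median of -2.28. An exchange or mixing of TSA and vehicle RNA in replicate 1 is argued against by the other features, whose slope of replicate 1 on the mean of replicates 2 and 3 was 0.891. At 8 loci both strands were in the set, where 10000 random sets reached at most 2. Signal from both strands of the same loci, such as repeated sequence, could produce this, but the strands of a locus moved together in general, so that this count cannot tell. The test for a different sex composition of the parasite pools decides nothing, since 68% of the loci, or 17, had a chromosome in the gene table, below the share required. Of those, 5.88% lay on the W assembly unit, against 18.8% of other loci (Fisher's exact p of 0.225). On unplaced sequence lay 12 of the 17, against 17.8% of other loci, a comparison made after the data had been seen and under the same limit. Whether repeated sequence accounts for this stays open, since no probe sequence was examined. A difference in the parasites of replicate 1 in their response to TSA stays open and untested.

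Several values lay over 1.5 times away from those quoted from the study above. The number of down-regulated genes here was 1706. That is higher than the value quoted from the study above. The number of asRNAs tested here was 1952. That is lower than the number of expressed asRNAs quoted above. The asRNAs past the threshold here numbered 532, or 27.3%. Both are lower than the values quoted above. Of these asRNAs, 250 were higher and 282 lower with TSA. The first is lower and the second higher than the value quoted above. Loci with both strands changed in the same direction numbered 348 here, and 105 had a changed asRNA only. Both are lower than the values quoted above. Features, filter, normalisation and test all differed from the study's. With the study's described scaling, detection flag, probe summary and SAM test combined 648 asRNAs passed, 380 of them higher and 268 lower, and 1235 sense genes were lower, within 1.5 times of the value quoted. The loci with a shared direction ranged from 85 without the replicate block to 543 with the Feature Extraction processed signals, and those with a changed asRNA only from 35 to 286.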
